A study of Mus musculus with 4 samples. Its data were reported in "Single cell multi-omic analysis identifies a Tbx1-dependent multilineage primed population in murine cardiopharyngeal mesoderm" (2021).

How the data were processed

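The data were droplet single-cell RNA-seq libraries of mouse embryos, made with a kit that reads the 3′ end of transcripts and counts molecules by a unique molecular identifier (UMI). Cells carrying a GFP reporter switched on by Cre recombinase from the Tbx1 locus, and excluding the dead-cell dye DAPI, were sorted before capture. There were 4 libraries, 1 per group. A Tbx1Cre/+ control (Ctrl) and a Tbx1Cre/flox conditional knockout (cKO), in which the second Tbx1 allele is flanked by loxP sites, were each sampled at embryonic day (E) 8.5 and E9.5. The E8.5 dissection was the upper part of the body, and the E9.5 dissection was the pharyngeal apparatus with the heart.

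The authors deposited raw UMI counts per gene and barcode after Cell Ranger had aligned the reads to the mm10 mouse genome and kept barcodes it took for cells. Per the file headers, Cell Ranger 3.0.2 wrote the count matrices of both E8.5 libraries, and the E9.5 matrices carried no version. No normalization, batch correction or cell annotation was in those deposited counts. The gene table of the cKO E9.5 library listed 31053 genes, and that of the other 3 libraries listed 27998. Both tables shared 27514 Ensembl identifiers, of which 1027 carried another symbol in the cKO E9.5 table. Another 484 identifiers were listed only for the other 3 libraries and 3539 only for cKO E9.5. All comparisons used the shared identifiers, which held 99.4% of the UMIs of Ctrl E8.5, 99.6% of cKO E8.5, 99.4% of Ctrl E9.5 and 99.9% of cKO E9.5. Expression levels were UMIs per 1000000 UMIs of shared genes in the same group of cells (UPM).

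Every deposited barcode was kept in the main setting. The lowest total per barcode was 535 UMIs in Ctrl E8.5, 500 in cKO E8.5, 4415 in Ctrl E9.5 and 4225 in cKO E9.5. Libraries were read and summed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Clustering was done in R 4.3.3 with Seurat 5.3.0 and Matrix 1.6.5. Counts were log-normalized, 2000 variable genes were taken, and the libraries were integrated by reciprocal principal component anchors with 30 components and clustered on the neighbour graph at a resolution of 1, with the random seed 1. The reference-based integration tool used in the study was not installed. A set of 41 outcome genes, which the comparisons are about, and 319 technical genes (sex-linked, haemoglobin, mitochondrial and ribosomal protein genes) were left out of the variable genes, so that no cell was placed by them. The genes named by size were not left out in the main setting.

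Clusters were named "X-like" for 11 classes from 90 marker genes, using the cells of both Ctrl libraries only. The marker lists and all comparisons, list members and first alternatives were fixed before the data were examined. The naming rule was set after the clusters had been seen: a cluster took a class name where at least 3 of its markers with at least 20 UMIs each were at 1.5 times the level of the remaining cells or higher, with 10 UPM added to both levels, and at least 1 of them was among the 10 genes highest by fold. A cluster whose top genes held as many markers of another class stayed unnamed. Unnamed cells were 27.0% of Ctrl E8.5, 25.4% of cKO E8.5, 13.8% of Ctrl E9.5 and 18.1% of cKO E9.5 barcodes. This rule kept out a pair of clusters. A cluster led by Zic1 and Msx1 held 5.44% of Ctrl E8.5, 3.76% of cKO E8.5, 5.92% of Ctrl E9.5 and 7.87% of cKO E9.5 barcodes. A cluster led by Etv2 and Lmo2, with Hopx and Kdr, held 5.23%, 4.86%, 1.36% and 0.590% of the same libraries in that order. The 5 classes counted as cardiopharyngeal mesoderm (CPM) were the multilineage progenitor-like (MLP-like), branchiomeric muscle-like (BrM-like), anterior second heart field or somatic mesoderm-like (aSHF/SoM-like), posterior second heart field-like (pSHF-like) and cardiomyocyte-like (CM-like) cells. The other named classes found were mesenchyme-like, endothelial-like, epithelial-like, neural-like and neural crest-like cells, and no cluster was blood-like. Not every leading gene of the MLP-like cluster is reported here.

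UMIs were summed over the cells of a class in a library. With 1 library per group, no p-value, standard error or count of changed genes was computed. Sums carry exact 95% Poisson intervals, ratios of sums exact conditional binomial intervals, cell-type shares Wilson intervals and shares of positive cells exact Clopper-Pearson intervals. Where no cell was positive, the limit that a count of 0 allows is given instead, taken as 3 cells of the total, which is lower than the exact upper limit. These intervals cover counting error only and contain nothing of the variation between embryos or between library preparations. Where 1 sum was 0, the ratio was computed against a floor of 3 UMIs and is a bound, and no ratio is given where both sums were at or under that floor. For shares of positive cells, each cell was thinned at random to 10000 UMIs and shallower cells were left out, which removed 135 cells of Ctrl E8.5, 84 of cKO E8.5, 555 of Ctrl E9.5 and 718 of cKO E9.5.

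Gene lists were described by the median log2 ratio of members with at least 10 UMIs and its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. The lower list held 26 genes that the text of the study names as reduced in MLPs without Tbx1, and the early and late lists held genes it describes as falling or rising in MLPs over time. The study drew the lower list partly from these libraries, so its position is not independent evidence. B3galnt12 was not matched to the shared genes, and Trmt9b was matched through a synonym. The agreement between stages was a Spearman correlation across genes with at least 50 UMIs in the sums of each stage.

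Genes are named in the text by a rule set in advance. Tbx1, Aplnr, Nrg1, Pax8, Pax6, Bdnf, Lhx2, Myf5, Isl1 and list members singled out are always named. In addition the 5 highest and 5 lowest genes in MLP-like cells and the 3 highest and 3 lowest in BrM-like cells at E9.5 are named, ranked by the bound nearest 0 of the counting interval of the log2 ratio among shared genes with at least 100 UMIs, with class markers and technical genes left out. Any other gene is said to have been chosen after its values were seen. Gene positions are those of the RefSeq annotation of GRCm38.p6, counted from 1, and mm10 is the same assembly. No coordinate of another genome build was used.

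The interval, list and ranking steps were tested on simulated data drawn from the class sums with 200 changed genes. The simulated counts carried the same Poisson error that the intervals assume, and the planted changes were large. The test therefore checks the computation. It cannot show whether the intervals are too narrow where the UMIs of a gene lie in few cells. For the MLP-like comparison at E9.5, over 7329 genes, 95.7% of the true ratios fell inside their interval, 10 of the 10 most extreme genes picked were truly changed, and 5 of 100 unchanged lists fell outside the central 95% of the random lists. For E8.5, over 4375 genes, 95.4% of the true ratios fell inside, 10 of 10 were truly changed, and 1 of 100 unchanged lists fell outside.

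The alternatives chosen in advance were trimmed-mean (TMM) scaling with edgeR 4.0.16, thinned cells, matching of genes by symbol, filtered cells, clustering at resolutions 0.5 and 2, integration of each stage alone, no integration, outcome genes kept in the clustering, the genes named by size left out of it, other thresholds on positive cells, list members and correlated genes, and all barcodes as the denominator. Added after the data had been seen were clustering without any class marker and subtraction of the log2 ratio in all other cells of the same libraries. The filter required at least 1000 genes and at most 10% mitochondrial UMIs and removed likely doublets. The automatic threshold of Scrublet (scanpy 1.11.5) marked 4 of 5453 cells in Ctrl E9.5 and 1 of 6266 in cKO E9.5, which was taken as a failure. Cells with the highest doublet scores were therefore removed at 0.8% per 1000 barcodes, which was 16, 10, 238 and 314 cells of Ctrl E8.5, cKO E8.5, Ctrl E9.5 and cKO E9.5. In the main setting no doublets were removed. Figures were drawn with matplotlib 3.10.9.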

Results

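Single cells of the Tbx1Cre lineage were profiled from control (Ctrl) and conditional knockout (cKO) mouse embryos at E8.5 and E9.5. There were 4 groups with 1 library each, so no value has a replicate and no difference could be set against the spread between replicates. The error ranges give counting error at 95% only. The libraries held 1434 cells for Ctrl E8.5, 1090 for cKO E8.5, 5453 for Ctrl E9.5 and 6266 for cKO E9.5. Their totals were 25391654, 25847734, 94834703 and 104773150 UMIs in that order. The median cell had 17319.5 UMIs and 3683 genes in Ctrl E8.5, 23984 UMIs and 4374 genes in cKO E8.5, 16666 UMIs and 3994 genes in Ctrl E9.5, and 15910.5 UMIs and 3594 genes in cKO E9.5. Genotype and library could not be separated at either stage, and the cKO E9.5 library had in addition been counted on another gene table than the other 3.

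Tbx1, the targeted gene, was examined first as a check of the labels. Tbx1 (ENSMUSG00000009097) lies on chromosome 16 from 18580979 to 18590671 in GRCm38.p6. Over all cells at E9.5 it had 9756 UMIs or 103 UMIs per 1000000 UMIs (UPM, 101 to 106) in Ctrl and 14073 UMIs or 134 UPM (132 to 137) in cKO. The log2 ratio cKO/Ctrl was 0.38 (0.34 to 0.42). At E8.5 it had 2180 UMIs or 86.4 UPM (82.8 to 90.1) in Ctrl and 3044 UMIs or 118 UPM (114 to 123) in cKO, a log2 ratio of 0.45 (0.37 to 0.53). The alternative that moved this value most was TMM scaling, which gave 0.64 at E9.5. The UMI total of Tbx1 was therefore not lower in either library labelled cKO. The counts are totals per gene and cannot show which exons were transcribed, so they neither identify nor exclude a recombined allele. Every direction below refers to the libraries labelled cKO against those labelled Ctrl.

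The study inactivated Tbx1 to learn what follows in the cardiopharyngeal mesoderm (CPM), the mesoderm that gives rise to heart and branchiomeric muscle. The shares of its cell populations were compared first. Multilineage progenitors (MLPs) are a CPM population that the study describes as a source of the more differentiated ones. The MLP-like class was a single cluster, with Arg1, Rdh10 and Vamp8 among its leading genes. It was named from Ctrl cells, and its markers differed in its cKO cells. At E9.5 Rdh10 went from 164 UPM in Ctrl to 49.6 in cKO, Gm266 from 298 to 132 and Igfbp5 from 437 to 239. Arg1 went from 462 to 339 UPM, and Vamp8, Hopx and Hotairm1 were lower too. The markers Tshz2 (246 to 320) and Hoxb1 (61.8 to 94.7) were higher in cKO. At E9.5, 119 of 1177 CPM cells were MLP-like in Ctrl, or 10.1% (8.52 to 12, Wilson), against 631 of 1618 in the library labelled cKO, or 39.0% (36.7 to 41.4). The difference was 28.9 percentage points (25.9 to 31.8). With all class markers left out of the clustering, a setting added later, the shares were 16.7% (14.7 to 19.0) and 44.3% (41.9 to 46.7). The alternative that moved the difference most set all barcodes as the denominator and gave 7.89 percentage points, from 2.18% of barcodes in Ctrl to 10.1% in cKO. At E8.5, 95 of 378 CPM cells were MLP-like in Ctrl, or 25.1% (21.0 to 29.7), against 103 of 349 in cKO, or 29.5% (25 to 34.5). That difference, 4.38 percentage points (-2.09 to 10.8), was not detectable at this depth with CPM cells as the denominator. Of all barcodes, MLP-like cells were 6.62% (5.45 to 8.03) in Ctrl E8.5 and 9.45% (7.85 to 11.3) in cKO E8.5.

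The share of BrM-like cells among CPM cells at E9.5 was 46.3% (43.5 to 49.2) in Ctrl and 28.1% (25.9 to 30.3) in the library labelled cKO. Shares of CPM cells sum to 100%, so the higher MLP-like share lowers the others. As a share of all barcodes, BrM-like cells were 9.99% (9.23 to 10.8) and 7.25% (6.63 to 7.91), a smaller fall. Clustered without class markers, the share of CPM cells was 45.3% (42.4 to 48.1) and 27.5% (25.4 to 29.7). At E8.5 it was 42.1% (37.2 to 47.1) and 33.5% (28.8 to 38.6). CM-like cells were 8.75% (7.27 to 10.5) of CPM cells in Ctrl E9.5 and 3.21% (2.46 to 4.19) in cKO E9.5. The share of aSHF/SoM-like cells was 22.1% (19.8 to 24.5) and 20.6% (18.7 to 22.7), which overlapped within counting error. Outside the CPM, epithelial-like cells were 13.7% (12.8 to 14.7) of barcodes in Ctrl E9.5 and 3.13% (2.72 to 3.59) in cKO E9.5, and endothelial-like cells were 6.40% (5.78 to 7.08) and 1.42% (1.16 to 1.74). Without class markers in the clustering these shares were 13.8% and 3.1% for epithelial-like and 6.42% and 1.40% for endothelial-like cells. In the main setting mesenchyme-like cells rose from 42.2% (40.9 to 43.5) to 48.8% (47.6 to 50.1) of barcodes. Neural-like cells were 1.91% (1.58 to 2.31) and 2.63% (2.26 to 3.06), and neural crest-like cells 0.440% (0.296 to 0.654) and 0.0958% (0.0439 to 0.209).

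**Figure D1:**
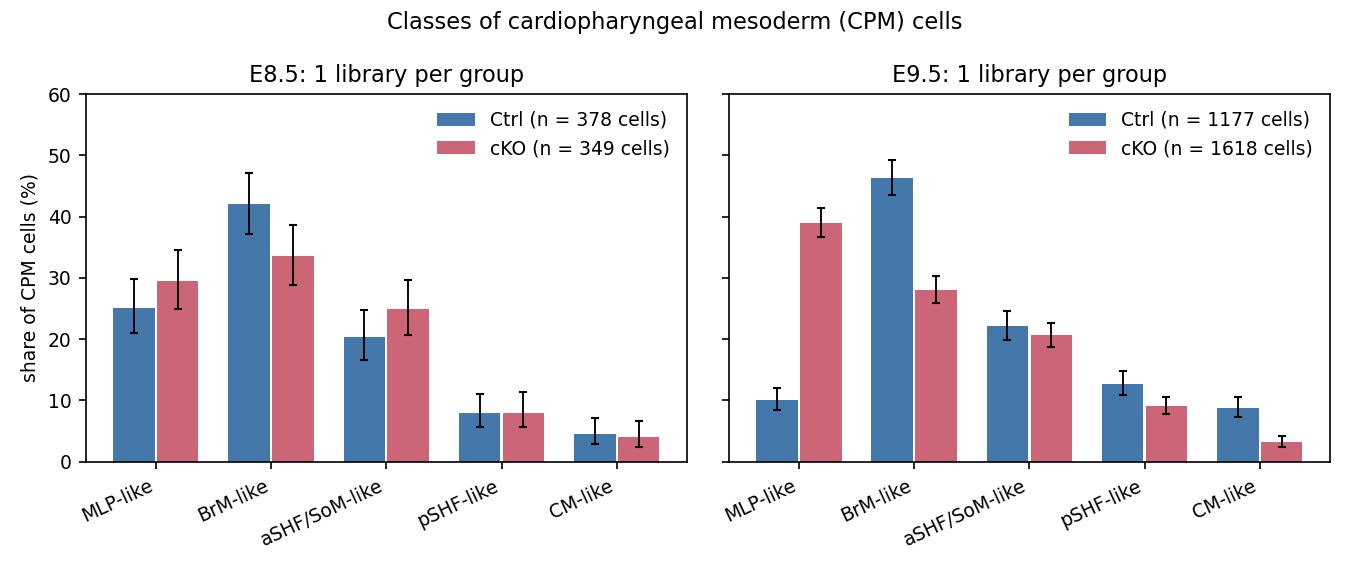
Share of CPM cells in each of the 5 CPM classes, in percent, at E8.5 and E9.5, with bars for the 1 Ctrl and 1 cKO library of each stage and error bars for the 95% Wilson interval of counting error. The MLP-like bars stand at 10.1% and 39.0% at E9.5 and at 25.1% and 29.5% at E8.5.

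Expression within the MLP-like class was compared for genes the study followed up. Scaling mattered at E9.5. The median log2 ratio over 9084 genes was -0.22 in MLP-like cells, and TMM factors added 0.24 to every log2 ratio of that comparison. In BrM-like cells the median was -0.24 over 10000 genes and TMM added 0.20. At E8.5 the medians were 0.03 and 0.02. Log2 ratios at E9.5 are therefore to be read against these medians and not against 0.

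Aplnr, the apelin receptor gene (ENSMUSG00000044338, chromosome 2 from 85136360 to 85139923), fell in MLP-like cells from 168 UPM (151 to 188) in Ctrl E9.5 to 14.7 (12.5 to 17.3) in cKO E9.5. The log2 ratio was -3.51 (-3.80 to -3.23). The alternative that moved it most, added after the data had been seen, subtracted the log2 ratio of all other cells, which was -2.28, and left -1.23. Those other cells held a lower share of endothelial-like cells in cKO, the class with the highest Aplnr level. At E8.5 the level was 135 (118 to 153) and 63.7 UPM (54.6 to 73.9), a log2 ratio of -1.08 (-1.38 to -0.79). Nrg1, which encodes neuregulin 1 (ENSMUSG00000062991, chromosome 8 from 31807452 to 32891609), went from 83.2 (70.9 to 97.0) to 20.4 UPM (17.7 to 23.3) at E9.5, a log2 ratio of -2.03 (-2.33 to -1.73) that became -0.70 after subtraction of the other cells. At E8.5 its log2 ratio was -0.61 (-1.03 to -0.20), and 0.13 after subtraction.

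Isl1, a LIM-homeobox gene of heart progenitors (ENSMUSG00000042258, chromosome 13 from 116298270 to 116309688), had a log2 ratio of -1.46 (-1.66 to -1.26) at E9.5, from 167 (149 to 186) to 60.7 UPM (56.0 to 65.7), and of -0.43 (-0.71 to -0.15) at E8.5. Further genes that the study describes as having similar levels in MLPs across its stages were also lower at E9.5. The log2 ratio was -1.90 (-2.10 to -1.69) for Mef2c (ENSMUSG00000005583, chromosome 13 from 83504017 to 83667079), -2.02 (-2.60 to -1.43) for Nkx2-5 (ENSMUSG00000015579, chromosome 17 from 26838664 to 26844988) and -1.60 (-1.93 to -1.27) for Mpped2 (ENSMUSG00000016386, chromosome 2 from 106693181 to 106868361). At E8.5 it was 0.22 (-0.04 to 0.47) for Mef2c, -1.38 (-2.02 to -0.76) for Nkx2-5 and -0.42 (-0.83 to -0.01) for Mpped2, and those of Nkx2-5 and Mpped2 changed sign when each stage was integrated alone, to 0.06 and 0.09. Subtraction of the other cells left -0.42 for Isl1, -1.10 for Mef2c, -0.87 for Nkx2-5 and -0.79 for Mpped2 at E9.5. Tbx1 itself had a log2 ratio of 0.35 (0.17 to 0.52) in MLP-like cells at E9.5, which became 0.03 after subtraction, and 0.73 (0.49 to 0.97) at E8.5.

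Genes that the study names as gained in MLPs without Tbx1 were Pax8, Pax6 and Bdnf. Pax8, a paired-box gene (ENSMUSG00000026976, chromosome 2 from 24420551 to 24475599), had 15 UMIs or 7.66 UPM (4.29 to 12.6) in Ctrl E9.5 and 289 UMIs or 28.4 UPM (25.2 to 31.9) in cKO E9.5. The log2 ratio was 1.89 (1.15 to 2.75), and 3.34 after subtraction of the other cells, the alternative that moved it most. In those other cells the ratio was -1.44, and they held fewer epithelial-like cells in cKO. The rise was not limited to MLP-like cells. From lower levels, Pax8 also rose in mesenchyme-like cells from 2 to 41 UMIs, a log2 ratio of 3.92 (1.98 to 7.01), in BrM-like cells from 3 to 16 UMIs, or 2.64 (0.84 to 5.06), and in neural-like cells from 2 to 15 UMIs, or 2.15 (0.04 to 5.32). CM-like cells had 0 and 5 UMIs. In aSHF/SoM-like cells the Pax8 sum fell from 10 to 2 UMIs, or -2.66 (-5.89 to -0.43). Those UMIs lay in 3 of 260 cells of Ctrl, or 1.15% (0.239 to 3.33, exact), and 2 of 334 of cKO, or 0.599% (0.0726 to 2.15). These shares overlapped, so a fall was not resolved. In endothelial-like cells the counts were 7 and 1 UMIs, or -0.51 (-6.01 to 2.45). At E8.5 Pax8 had 0 UMIs in MLP-like cells of Ctrl and 4 in those of cKO, and a difference was not detectable at this depth. Bdnf (ENSMUSG00000048482, chromosome 2 from 109674700 to 109727043) went from 13 UMIs or 6.64 UPM (3.53 to 11.3) to 326 UMIs or 32.1 UPM (28.7 to 35.7) at E9.5, a log2 ratio of 2.27 (1.48 to 3.20). At E8.5 it had 0 and 3 UMIs, which allow no ratio. The log2 ratio of Pax6 (ENSMUSG00000027168, chromosome 2 from 105668896 to 105698410) was 0.58 (-0.18 to 1.43) at E9.5. This interval included 0 but lay above the median of -0.22. TMM scaling gave 0.82 (0.06 to 1.67) and thinned cells -0.05 (-0.92 to 0.94), so the direction of Pax6 was not resolved. At E8.5 its log2 ratio was -0.14 (-1.10 to 0.84), within counting error of 0.

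**Figure D2:**
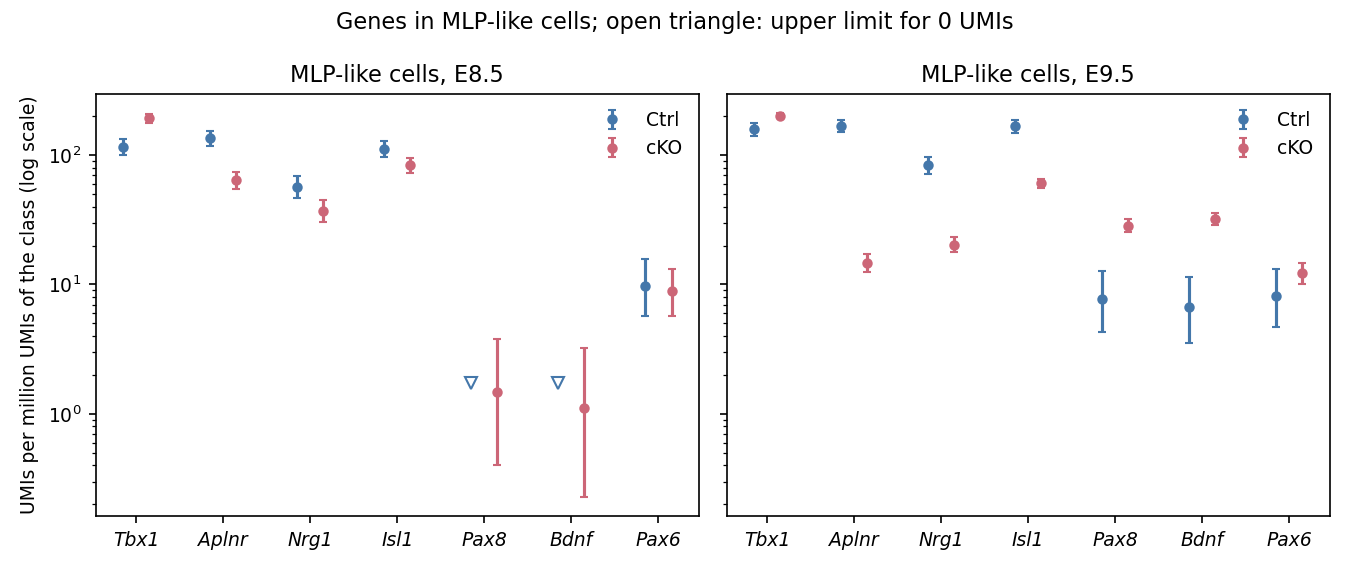
UMIs per 1000000 UMIs (UPM) of the MLP-like class, on a log axis, for 7 genes at E8.5 and E9.5, with 1 point per library, bars for the 95% Poisson interval and open triangles for the upper limit where a library had 0 UMIs. At E9.5 Aplnr falls from 168 to 14.7 and Pax8 rises from 7.66 to 28.4 UPM.

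Shares of cells with at least 1 UMI were compared after thinning each cell to 10000 UMIs. In MLP-like cells, Pax8 was found in 7 of 110 cells of Ctrl E9.5, or 6.36% (2.60 to 12.7, exact), and in 113 of 542 of cKO E9.5, or 20.8% (17.5 to 24.5). Without thinning the shares were 8.40% and 29.0%, at median depths of 16257 and 15429 UMIs. As a background, mesenchyme-like cells had Pax8 in 0 of 2040 cells of Ctrl E9.5, which allows up to 0.147%, and in 22 of 2732 cells of cKO E9.5, or 0.805% (0.505 to 1.22), at unthinned median depths of 15209 and 15216 UMIs. Epithelial-like cells had shares of 21.3% and 22.2%. The difference of 14.5 percentage points in MLP-like cells became 2.79 when at least 2 UMIs were required, the alternative that moved it most. At E8.5 Pax8 was found in 0 of 90 MLP-like cells of Ctrl, which allows up to 3.33%, and in 2 of 102 cells of cKO, or 2.0% (0.238 to 6.90).

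Cells with UMIs of both Isl1 and Aplnr were 51 of 110 MLP-like cells in Ctrl E9.5, or 46.4% (36.8 to 56.1), and 16 of 542 in cKO E9.5, or 2.95% (1.70 to 4.75). Without thinning the shares were 59.7% and 6.81%. The background in mesenchyme-like cells was 0.196% in Ctrl E9.5 and 0.110% in cKO E9.5. The difference of -43.4 percentage points was -23.1 with at least 2 UMIs of each gene, the alternative that moved it most. At E8.5 the shares were 44.4% (34.0 to 55.3) of 90 cells and 25.5% (17.4 to 35.1) of 102 cells, and without thinning 66.3% and 57.3%, at median depths of 18530 and 25886 UMIs. The background at E8.5 was 2.87% and 0.522%.

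The list of 26 genes named in the study as reduced in MLPs was described as a whole. At E9.5 its median log2 ratio was -1.51 (-1.70 to -1.27) over 25 genes, all 25 of which had a ratio below 0. Sox9, at -0.18 (-0.64 to 0.31), was not below the median of all genes. None of 10000 random lists of the same size and expression was as low, and 95% of them lay between -0.48 and -0.05. At E8.5 the median was -0.37 (-0.50 to -0.09) over 24 genes, of which 18 were lower. It stood at percentile 0.02 of random lists, 95% of which lay between -0.16 and 0.26. The alternative that moved the E9.5 median most was the subtraction of the other cells, which gave -0.79. At E8.5 the median went to 0.01 with no integration and to -0.06 with class markers left out of the clustering. With no integration the MLP-like class held 215 cells of Ctrl E8.5 and 222 of cKO E8.5, and almost no E8.5 cell was BrM-like. That value therefore covers a differently composed class.

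The study reports Lhx2 and Myf5 as reduced in BrM without Tbx1. In BrM-like cells Lhx2, a LIM-homeobox gene (ENSMUSG00000000247, chromosome 2 from 38339271 to 38369737), went from 125 UPM (119 to 132) in Ctrl E9.5 to 30.4 (26.9 to 34.2) in cKO E9.5. Its log2 ratio was -2.04 (-2.23 to -1.85), and -1.41 after subtraction of the other cells, the alternative that moved it most. At E8.5 the log2 ratio was -1.25 (-1.83 to -0.69). Lhx2 was also lower in MLP-like cells at E9.5, from 13 to 23 UMIs in class sums of unequal depth or 6.64 to 2.26 UPM, a log2 ratio of -1.55 (-2.59 to -0.45) that became 0.40 after subtraction. Myf5, a gene of early muscle (ENSMUSG00000000435, chromosome 10 from 107482908 to 107486927), went from 15.0 (12.8 to 17.5) to 8.99 UPM (7.14 to 11.2) in BrM-like cells at E9.5, a log2 ratio of -0.74 (-1.14 to -0.34). It became -1.28 after subtraction. At E8.5 Myf5 had 0 UMIs in BrM-like cells of both libraries. Tbx1 in BrM-like cells had a log2 ratio of -0.15 (-0.24 to -0.06) at E9.5. It turned to 0.05 under TMM scaling and to -0.68 after subtraction of the other cells. At E8.5 the log2 ratio of Tbx1 in BrM-like cells was 0.13 (-0.07 to 0.32).

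Ctrl MLP-like cells were compared between stages for genes described as falling or rising in MLPs over time. The study described them in other embryos, with Cre driven by Mesp1, and over a longer span of stages. The Ctrl embryos here carry Cre in the Tbx1 locus, which per the study inactivates that copy of Tbx1, a member of the early list. The comparison is therefore not a repeat of the study's. Stage could not be separated from the dissected tissue or from the library. The early list had a median log2 ratio E9.5/E8.5 of 0.32 (0.14 to 0.48) over 9 genes. This median stood at percentile 81.2 of random lists, 95% of which lay between -0.22 and 0.51. It was -0.02 with class markers left out of the clustering. The late list had a median of 0.75 (0.20 to 1.22) over 5 genes, and of -0.25 when each stage was integrated alone. The median of 0.75 stood at percentile 91.2 of random lists, 95% of which lay between -0.28 and 1.0. Both medians of the main setting lay inside the central 95% of random lists. Between genotypes in MLP-like cells, the early list had a median log2 ratio cKO/Ctrl of -0.88 (-1.15 to -0.66) at E9.5, below all 10000 random lists, and of -0.28 (-0.53 to 0.01) at E8.5, at percentile 0.63. The early list shares Aplnr, Nrg1 and Fgf10 with the lower list. The late list had -0.34 (-0.59 to -0.06) at percentile 37.5 at E9.5 and 0.45 (-0.28 to 0.80) at percentile 90.0 at E8.5.

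Whether the genotype difference recurred between stages was examined across genes in MLP-like cells. Over 6104 genes the Spearman correlation between the log2 ratios at E8.5 and at E9.5 was 0.0662 (0.0508 to 0.0816). Genes are not independent replicates, and no p-value was computed. The alternative that moved it most used filtered cells and gave 0.0218.

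The genes with the largest differences at E9.5 differed as much outside the class as inside it. In MLP-like cells the 5 highest in cKO were Timm8a1, Tfdp1, Gm29666, Fbxl7 and Pgk1. Timm8a1 (ENSMUSG00000048007, chromosome X from 134537256 to 134541670) had a log2 ratio of 5.31 (4.33 to 6.53) in MLP-like cells and 5.30 in all other cells. Tfdp1 (ENSMUSG00000038482, chromosome 8 from 13338725 to 13378448) had 5.16 (3.94 to 6.79) and 5.68. Gm29666 (ENSMUSG00000100967, chromosome 15 from 84913790 to 84916990) had 5.76 (3.90 to 8.81) and 5.76. Fbxl7 (ENSMUSG00000043556, chromosome 15 from 26540454 to 26895564) had 0 UMIs in Ctrl and 274 in cKO, so its log2 ratio was at least 4.14, against 8.02 in the other cells. Pgk1 (ENSMUSG00000062070, chromosome X from 106187100 to 106203699) had 3.92 (3.66 to 4.20) and 3.79. At E8.5 the log2 ratios in MLP-like cells were -0.37 (-0.98 to 0.24) for Timm8a1, 1.92 (0.88 to 3.12) for Gm29666 and -0.95 (-1.15 to -0.75) for Pgk1. Those of Tfdp1, -0.06 (-3.18 to 3.52), and Fbxl7, -0.64 (-6.94 to 5.65), rested on few UMIs and leave a difference at E8.5 unknown.

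The 5 lowest in MLP-like cells of cKO E9.5 were Fdx1l, Srp54b, Sept2, Hspa14 and Igf2. Fdx1l (ENSMUSG00000079677), which was not placed in the annotation used, had 140 UMIs in Ctrl and 0 in cKO, a log2 ratio of -7.92 or lower, against -9.49 in the other cells. Srp54b (ENSMUSG00000079108, chromosome 12 from 55155104 to 55189213) had 164 UMIs in Ctrl and 1 in cKO, a log2 ratio of -9.73 (-15.05 to -7.24), against -8.86. It has near-identical gene copies and is named Srp54c in the cKO E9.5 table, so its count is uncertain. Sept2 (ENSMUSG00000026276, also not placed) had -5.67 (-6.32 to -5.07) and -5.36. Hspa14 (ENSMUSG00000051396, chromosome 2 from 3488854 to 3512814) had -5.12 (-5.86 to -4.46) and -5.18. The cKO E9.5 table carries the symbol Hspa14 on another identifier, and with its 426 UMIs added the log2 ratio was -0.71 (-0.99 to -0.43). Igf2 (ENSMUSG00000048583, chromosome 7 from 142650768 to 142666816) had -4.0 (-4.26 to -3.74) and -4.99. At E8.5 the log2 ratios were 0.00 for Fdx1l, 0.35 for Srp54b, 0.22 for Sept2, -0.09 for Hspa14 and 1.22 for Igf2. After subtraction of the other cells the sign changed for Tfdp1 (-0.51), Hspa14 (0.06) and Igf2 (0.99).

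In BrM-like cells at E9.5 the 3 highest genes were Foxl2 (ENSMUSG00000050397, chromosome 9 from 98955607 to 98958126) with a log2 ratio of 7.32 (5.46 to 10.38), Tfdp1 with 5.99 (5.29 to 6.81) and Timm8a1 with 5.54 (5.14 to 5.96). In the other cells these ratios were 6.94, 5.62 and 5.25. The 3 lowest were Srp54b, Fdx1l and Hgs (ENSMUSG00000025793, chromosome 11 from 120467605 to 120483984), each with 0 UMIs in cKO and 911, 857 and 289 UMIs in Ctrl. Their log2 ratios were -8.02, -7.93 and -6.37 or lower, against -8.81, -9.51 and -10.43 in the other cells. At E8.5 the log2 ratio of Tfdp1 in BrM-like cells was 0.81 (-0.92 to 2.73), so its direction was not resolved. The ratios there were -0.50 for Timm8a1, -0.03 for Srp54b, 0.20 for Fdx1l and -0.01 for Hgs. Foxl2 had too few UMIs for a ratio.

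**Figure D3:**
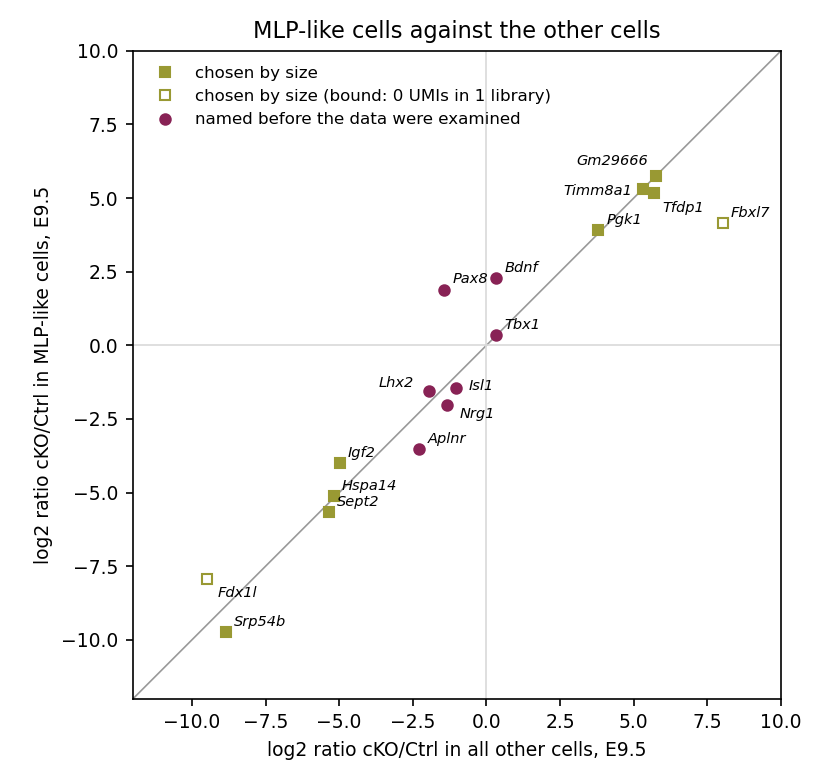
Log2 ratio cKO/Ctrl at E9.5 in MLP-like cells (vertical axis) against that in all other cells of the same libraries (horizontal axis), with squares for the 10 genes chosen by size, open squares for bounds, circles for 7 genes chosen in advance and a line of equal ratios. The squares of Timm8a1 (5.31 and 5.30) and Igf2 (-4.0 and -4.99) lie near the line, and the circle of Pax8 (1.89 and -1.44) lies away from it.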

Values the study reported

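For the Tbx1Cre libraries the study reported 1434 captured cells for the control and 1090 for the conditional knockout at E8.5, and 5453 and 6267 at E9.5. Its median numbers of genes per cell were 3683 and 4374 at E8.5, and 3994 and 3561 at E9.5. The control libraries came from 7 embryos at E8.5 and 10 at E9.5, and the knockout libraries from 4 and 3.

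For other embryos, in which Cre was driven by Mesp1, the study reported MLPs as a fraction of all cells of 0.07 and 0.129 in its replicate controls and 0.101 and 0.108 in its replicate knockouts at E9.5. Among the MLPs of those libraries, the fraction expressing Isl1 and Aplnr was 0.246 and 0.214 in controls against 0.011 and 0.004 in knockouts. The fraction expressing Pax8 was 0.011 and 0.003 in controls against 0.395 and 0.181 in knockouts. The study counted 651 genes changed in MLPs of both Cre lines, of which 468 were decreased and 183 increased.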

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

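Of the tests in this part, those of a genotype effect confined to MLP-like cells and of depth were chosen only after the result had been seen, and the verdict on the overlap of gene models was set after its value was known.

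Pgk1, Igf2 and Timm8a1 moved in opposite directions at the 2 stages, with both counting intervals away from 0. In MLP-like cells the log2 ratio cKO/Ctrl of Pgk1 was 3.92 (3.66 to 4.20) at E9.5 and -0.95 (-1.15 to -0.75) at E8.5. For Igf2 it was -4.0 (-4.26 to -3.74) at E9.5 and 1.22 (1.02 to 1.43) at E8.5. In BrM-like cells Timm8a1 had 5.54 (5.14 to 5.96) at E9.5 and -0.50 (-0.99 to -0.02) at E8.5. With 1 library per group and stage the difference between stages was not tested. The opposite direction was not limited to those classes for the first pair of genes: in mesenchyme-like cells Pgk1 had 3.85 at E9.5 and -0.73 at E8.5, and Igf2 had -4.88 and 0.62. All 3 genes were among the most extreme at E9.5. A genotype effect limited to MLP-like cells was argued against, because the log2 ratio of the 10 most extreme genes in all other cells was at the median 101% of that in MLP-like cells. Each cell was thinned to 10000 UMIs to examine depth. The log2 ratio of 8 of these genes, those without a count of 0, then stood at the median at 94.0% of its size. This decides nothing about depth, because random thinning leaves a gene's share of the UMIs unchanged on average. In thinned cells Pgk1 had 4.06 at E9.5 and -0.94 at E8.5, Igf2 -4.13 and 1.16, and Timm8a1 in BrM-like cells 5.56 and -0.91. Depth stays open beside effects on the whole library. Those include the genotype acting in every cell, the preparation of the library and its gene table.

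The gene table of cKO E9.5 is a candidate explanation, and its tests did not settle it. In mesenchyme-like cells at E9.5, 10.4% of 211 shared genes that overlap a gene listed in only 1 of the tables had a log2 ratio beyond 1 in size, against 5.02% of 10118 other genes. At E8.5, where both libraries used the same table, the shares were 0 of 153, which allows up to 2.45% (Wilson), and 1.34% of 7477. This points toward the table, but only 57.2% of the 4023 identifiers listed in 1 table could be placed on the genome, so the test is void. Shared identifiers whose symbol had changed differed no more often than others, at 5.65% of 248 against 5.41% of 10649, which decides nothing about genes whose symbol stayed. Among identifiers whose symbol sits on a new identifier in the cKO E9.5 table, 23.1% (3 of 13) had a log2 ratio below -1, against 3.08% of 10862 others. With the UMIs of the new identifier added, the share was 15.4% (2 of 13), and at E8.5 it was 0 of 12. These are too few genes to decide for the set. For Hspa14 alone the added UMIs moved the log2 ratio in MLP-like cells from -5.12 to -0.71, while Srp54b (-8.73) and Sept2 (-5.67) stayed low. Gene table, library preparation and genotype cannot be told apart for Pgk1, Igf2 and Timm8a1, because each E9.5 group is a single library. Reads shared with near-identical copies or overlapping genes and a strain variant were not tested for these 3 genes, and an effect of genotype and age stays open and untested.

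A further signal lay in genes that no comparison used. Genes listed only in the cKO E9.5 table held 137560 UMIs, or 0.131% of that library, in 459 genes above the 3 UMIs that a count of 0 allows. No other library listed these genes, so no control level exists for them. No biological explanation was tested, and the table itself accounts for where they can be counted.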

How the results depend on the processing

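The tests in this part chosen only after the results had been seen were clustering without class markers, subtraction of the log2 ratio of the other cells, and the rate used to remove doublets in the filtered cells. The threshold of the doublet caller that had been chosen in advance was not run as an alternative, because it marked almost no cell at E9.5. Resolution 0.5 gave no MLP-like class, so values of that class are missing there, and subtraction gave no value where 1 library had 0 UMIs. No paired analysis was possible because each group has 1 library and the groups share fewer than 2 replicate numbers.

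Among the values that answer a comparison, 151 stayed within counting error of the reported value under an alternative, 32 moved beyond it and 3 reversed. Among the other named genes, 496 stayed, 77 moved and 9 reversed. A value counts as reversed only where its reported interval excluded 0 and the alternative had the other sign. Changes of sign in values whose interval included 0 are among those that stayed or moved, such as Pax6 at E9.5 (-0.0470 with thinned cells) and, at E8.5, Mef2c in MLP-like cells (-0.31) and Tbx1 in BrM-like cells (-0.39) after subtraction. Across the alternatives that gave a value, the difference in MLP-like share at E9.5 lay between 7.89 and 34.1 percentage points, the log2 ratio in MLP-like cells between -4.04 and -1.23 for Aplnr and between 1.65 and 3.34 for Pax8, and that in BrM-like cells between -2.09 and -1.41 for Lhx2 and between -1.28 and -0.53 for Myf5. The lower list at E9.5 lay between -1.51 and -0.79, and Tbx1 over all cells at E9.5 between 0.36 and 0.64. The difference in MLP-like share at E8.5 ran from -0.51 to 7.94 percentage points, and its sign was never resolved by the reported interval.

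TMM scaling gave 0.64 for Tbx1 over all cells at E9.5, -1.84 for Lhx2 in BrM-like cells, 0.0879 for the early list between stages and a reversed 0.0523 for Tbx1 in BrM-like cells at E9.5. These follow from its construction, which shifts every log2 ratio of a comparison alike. Thinned cells gave 0.37 for Tbx1 over all cells at E8.5 and a correlation between stages of 0.0438. Filtered cells gave a correlation of 0.0218, and leaving the genes named by size out of the clustering gave 0.0360. Counting all UMIs of each cell gave differences of 20.6 percentage points for Pax8-positive and -52.8 for Isl1 and Aplnr double-positive MLP-like cells at E9.5, and requiring 2 UMIs gave 2.79 and -23.1, as a lower or higher bar for a positive cell does by construction. Set against all barcodes, the difference in MLP-like share at E9.5 was 7.89 percentage points, because the denominator is larger. List members with at least 50 UMIs gave a lower list median of -1.27 at E9.5, over fewer genes.

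Other clusterings also moved values, and the cause was not tested. At resolution 2, Aplnr at E9.5 was -3.17, the double-positive difference -30.9 percentage points, the lower list at E9.5 -1.13 and the correlation 0.0925. With each stage integrated alone, the late list turned to -0.25 and, at E8.5, Nkx2-5 to 0.0571 and Mpped2 to 0.0911. No aSHF/SoM-like or pSHF-like class formed at E8.5 in that setting, so its denominator differs. With no integration, the MLP-like share at E9.5 differed by 34.1 percentage points, Aplnr at E9.5 was -4.04, the lower list -1.24 at E9.5 and a reversed 0.00775 at E8.5, the early list 0.52, the late list 0.14, and Mpped2 at E8.5 a reversed 0.13. Almost no E8.5 cell was BrM-like with no integration, so the MLP-like class at E8.5 is composed differently there. Many E9.5 clusters also split by library in that setting. The BrM-like clusters held 500 cells of Ctrl E9.5 and 15 of cKO E9.5, and 19 and 404. A mesenchyme-like cluster held 1601 and 10, while the aSHF/SoM-like cluster stayed mixed at 263 and 345. The E9.5 values of that setting therefore also carry a separation of the libraries. Without class markers, the double-positive difference was -32.7 percentage points, the lower list at E8.5 -0.0611, the correlation 0.0888 and the early list a reversed -0.0191.

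Subtraction of the other cells gave -1.23 for Aplnr at E9.5 and -0.37 at E8.5, 3.34 for Pax8, -0.79 for the lower list at E9.5, -1.41 for Lhx2 and -1.28 for Myf5 in BrM-like cells, and 0.0441 for the correlation. It reversed, in MLP-like cells, Lhx2 (0.40), Tfdp1 (-0.51), Hspa14 (0.0612) and Igf2 (0.99) at E9.5 and Nrg1 (0.13) at E8.5. Tbx1 in BrM-like cells at E9.5 moved to -0.68. The other cells are a mixture whose shares differed between the libraries, so this alternative also carries differences in cell composition. Depth limits some E8.5 values. Pax8 and Bdnf had at most 4 UMIs per MLP-like sum, and Myf5 had 0 in the MLP-like and BrM-like sums. The direction of these genes at E8.5 is unknown.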

Other observations

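The tests in this part chosen only after the result had been seen were clustering on class markers, a lower number of other CPM cells, the gene table as the cause for Aplnr (shares of endothelial-like cells with Isl1 and Aplnr had been seen), free RNA for Aplnr, the counted end of the Tbx1 transcript, epithelial-like cells per BrM-like cell, and the genes ranked after subtraction of the other cells.

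The MLP-like share at E9.5 was the largest difference among the CPM classes. Clustering on markers that themselves differ was argued against, since the difference was 27.6 percentage points with all class markers left out. BrM-like cells that kept their markers but were counted as MLP-like were argued against as well. Without markers in the clustering, BrM markers in the MLP-like cells of cKO E9.5 stood at 23.9% of their level in BrM-like cells, and the excess of MLP-like cells would need 62.2%. In Ctrl they stood at 40.0%. BrM cells that had lost these markers would escape this test, so their presence among the MLP-like cells stays open. A loss of other CPM cells alone does not account for it either, because MLP-like cells per 100 cells outside the CPM rose from 2.78 to 13.6, a log2 ratio of 2.29 (2.0 to 2.58). The pair of clusters kept out for leading genes of another class does not remove the difference. Other unnamed clusters were not tried in this way. With the one led by Etv2 counted as MLP-like the shares would be 15.4% and 40.4% of CPM cells, and with the one led by Zic1 counted among the other CPM cells they would be 7.93% and 29.9%. The MLP-like cluster held more cells of cKO E9.5 than of the other 3 libraries together, so it may partly reflect that library, and dissection, sorting and pooling of embryos could not be separated from the genotype. Most of its markers were lower in its cKO E9.5 cells. Mesenchyme-like or unnamed cells joining the cluster were not tested, so such an admixture stays open for its share and for its lower genes. A slower exit from the MLP state without Tbx1 is a hypothesis that stays open.

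Aplnr was lower in most classes of cKO E9.5 but not in endothelial-like cells. Its log2 ratio was -3.15 in BrM-like, -3.07 in aSHF/SoM-like and -2.76 in pSHF-like cells, and -0.13 (-0.29 to 0.04) in endothelial-like cells. In mesenchyme-like cells it was -0.59 (-0.99 to -0.19), and in epithelial-like cells, which are not mesoderm, -4.59 (-9.91 to -2.08) from 89 and 1 UMIs. The gene table of cKO E9.5 would lower Aplnr in every class alike, so it is argued against as the cause. The same direction at E8.5, where both libraries share a gene table, points the same way. Free RNA was argued against for MLP-like cells, since the level in mesenchyme-like cells of Ctrl E9.5 was 1.84% of theirs, and was not tested for the classes with low levels. A dependence of Aplnr on Tbx1 in some cell classes is a candidate explanation, which differences between the embryos of each library leave open.

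Pax8 in MLP-like cells of cKO E9.5 was weighed against RNA from other cells. Free RNA was argued against, since 1.61% (0.196 to 5.70) of 124 endothelial-like and CM-like cells were Pax8-positive after thinning, against 20.8% of MLP-like cells. Epithelial-like cells or doublets in the class were argued against, since epithelial markers stood at 3.50% of their level in epithelial-like cells, and the Pax8 level would need 96.8%, or 71.7% by the epithelial-like cluster richest in Pax8. Pax8 also rose in mesenchyme-like, BrM-like and neural-like cells, from lower levels. In aSHF/SoM-like cells its UMI sum fell, but 3 of 260 cells of Ctrl and 2 of 334 of cKO were positive. A fall was therefore not resolved there. Expression of Pax8 in some MLP-like cells without Tbx1 is consistent with these tests as a hypothesis, found and tested on the same data. A cell type of its own inside the cluster was not tested.

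Tbx1 UMIs were not lower in either library labelled cKO, with a log2 ratio of 0.38 over all cells at E9.5. A candidate explanation is that the 3′ end, which this assay counts, is still transcribed from a recombined allele. Totals per gene cannot split exons, and a mislabelled library, incomplete recombination and a retained transcript end cannot be told apart for that reason. Lhx2, which the study names as reduced without Tbx1, was lower in both libraries labelled cKO, at -2.0 (-2.16 to -1.85) over all cells at E9.5 and -0.97 (-1.34 to -0.60) at E8.5.

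The median gene was lower in cKO E9.5 in both classes compared. The 93 ribosomal protein genes held 24.8% of the UMIs in Ctrl E9.5 and 31.0% in cKO E9.5, against 30.3% and 30.8% at E8.5. With these genes left out of the totals, the median log2 ratio in MLP-like cells was -0.11 in place of -0.22, so a larger ribosomal share may account for part of the shift but is argued against as all of it. The Ctrl E9.5 library stood apart from the other 3 in this share, and library preparation was not tested.

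Epithelial-like cells per 100 BrM-like cells fell from 137 to 43.2 at E9.5, a log2 ratio of -1.67 (-1.90 to -1.44). A higher number of MLP-like cells would leave that ratio unchanged, so it is argued against as the cause. Differences in dissection or sorting, and an effect of genotype on the pharyngeal epithelium, stay open and were not tested.

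The correlation between stages was low, and the gene table of cKO E9.5 was weighed as the reason. Subtracting the ratio of the other cells at each stage gave 0.0441, against 0.0662 without subtraction. This decides nothing, because subtraction also removes a response shared by all cells and adds counting noise, and the verdict was set after the value was known, so the gene table stays open as a reason. The number of mesenchyme-like genes that differed was far higher at E9.5. A log2 ratio beyond 3 was found for 0.743% of 10897 genes between both E9.5 libraries and for 0.0625% of 8001 genes between both E8.5 libraries. Against Ctrl E8.5, cKO E9.5 had 1.52% and Ctrl E9.5 had 0.629%, but at a threshold of 1 the order was the other way, at 12.7% and 14.0%. An excess in the cKO E9.5 library was therefore seen only for the largest differences.

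Ranked by the difference from the other cells, and so named after their values were seen, further genes stood out in MLP-like cells at E9.5, of which a selection is given. Sst (ENSMUSG00000004366) had a log2 ratio of 5.41 (3.54 to 8.46) against 1.56 in other cells, Id1 (ENSMUSG00000042745) 1.95 (1.77 to 2.13) against 0.43, and Chrna6 (ENSMUSG00000031491) 2.71 (1.32 to 4.61) against -0.35. At E8.5 Id1 had 0.33 (0.14 to 0.53) and Chrna6 0.94 (-1.54 to 4.28), and Sst had too few UMIs for a ratio. Ankrd6 (ENSMUSG00000040183) had -2.32 (-2.89 to -1.76) against -0.49, and at E8.5 -0.16 (-0.87 to 0.57). Gng11 (ENSMUSG00000032766) had -2.51 (-2.66 to -2.36) against -0.60 and at E8.5 -1.53 (-1.83 to -1.24), Igfbpl1 (ENSMUSG00000035551) -2.02 (-2.45 to -1.58) against 0.16 and at E8.5 -1.12 (-1.42 to -0.82), and Crabp1 (ENSMUSG00000032291) -1.09 (-1.21 to -0.97) against 0.34 and at E8.5 -1.64 (-1.85 to -1.43). In BrM-like cells Grem1 (ENSMUSG00000074934) had -2.43 (-2.95 to -1.93) against 0.29 and at E8.5 -2.16 (-3.07 to -1.33). No biological explanation was tested for these genes.

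MLP-like cells were 2.18% of all Ctrl E9.5 barcodes and 10.1% of all cKO E9.5 barcodes here. Thinned MLP-like cells with both Isl1 and Aplnr were 46.4% of 110 and 2.95% of 542, and those with Pax8 were 6.36% and 20.8% of the same cells. The fractions quoted from the study above are over cells of another Cre line and over classes defined in another way, so no direction is given.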
